A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

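Tail DNA of 10 mice of 1 family was measured on 2-colour oligonucleotide arrays. According to the study's methods the sire was irradiated, whereas the short design text of the series calls the male of this family unirradiated. The series title and the methods were followed here. The authors hybridised each mouse against the same reference male on 2 arrays with exchanged dyes, and the deposited scanner files were made with Feature Extraction 10.7.1.1. The processed signals in those deposited files are intensity values, background-subtracted and dye-normalised by the scanner software. Per the file headers, the LogRatio values are log10 of red (Cy5) over green (Cy3). The authors' deposited value table holds log2 ratios of reference over mouse, uncentred, which matched the scanner ratios within 1e-06 after turning the sign on arrays with the mouse in Cy5. Its column medians ranged from -0.02 to 0.01. Its direction is opposite to the one used here, and it served as an alternative. Probe positions in the deposited files are those of mouse build 37 (mm9). The reference genome at hand was of another build, and therefore no gene names, sequences or GC contents were assigned to probes, and regions are named by position.

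Ratios were computed as log2 of the processed red over green signal and turned by the dye given in the labels to mouse over reference. Spots flagged as outliers (123 to 262 per array) and control spots were left out, spots of 1 probe were averaged, and each array was centred on its median over the autosomal probes. No loess or quantile step was applied. Arrays with the same dye orientation correlated from 0.18 to 0.72 between mice over all autosomal probes. The 2 arrays of a mouse correlated from -0.37 to -0.04 after turning, and a dye effect of this kind cancels in the mean of both. Probes were called positive with the thresholds given in the study's methods, 0.8 on both arrays or 0.5 for adjacent probes, with a single sign required. Positive probes of a mouse were joined over at most 2 other probes, regions of 2 or more probes were named Type L and those of 1 probe Type S, and overlapping regions of 1 sign across mice were counted as 1 locus. The study also used a second, denser array and quantitative PCR, which are not analysed here.

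De novo candidates were positive in an offspring and not positive with the same sign in sire or dam. Candidates were also counted against each of the 21 pairs of siblings of an offspring, and the difference was tested by flipping its sign in every offspring in all possible ways. Counts of offspring and parents were compared over all 45 splits. Transmission was tested per locus by an exact binomial test with Benjamini-Hochberg adjustment. Mean ratios per mouse were fitted with limma 3.58.1 in R 4.3.3 with 1 mean each for sire, dam and offspring and an intensity trend, over 949670 probes measured on all arrays. The residual spread came from the offspring, so the single sire and dam were assumed to vary like them. The limma fit and the probe rule were tested on simulated data. With 200 probes shifted, the limma fit against the reference recovered 88.0% of shifts of 0.5 and 99.0% of shifts of 1. The contrast against the parents recovered 17.0% and 91.0%. Recovery was counted by adjusted p and direction alone, without the size limit of 0.5 used for the calls against the reference. Of the 949470 unshifted probes, 0.00126% passed against the reference and 0.000105% against the parents. These simulated ratios were normal and independent between mice, and the parents were given the offspring spread of each probe. The shares therefore do not give the rate of false calls in the measured arrays. The probe rule recovered all planted 4-probe losses of -1 (100%), 33.0% of planted 4-probe gains of 0.58 and 100% of planted 73-probe gains as at least 2 positive probes. Ratios of simulated noise alone gave 6.8 positive probes per mouse. That noise was normal, independent between arrays and of 1 spread for all probes of an array, unlike the correlated arrays described above. It therefore does not give the number of positive probes that noise produced in the measured arrays. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

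Loci are named by a rule set before the data were examined, namely the 12 loci with most probes, up to 12 de novo candidate loci by probe number and size, the 8 single-probe loci positive in most mice, and the 6 limma probes of largest size in each direction. The 158640 bp gain, the loci on chromosomes 10 and 14 and the candidates chosen by parental means were added after their values were seen. The alternatives comprised other thresholds, no centring, normexp with an offset of 50 on median and background signals (mean signals were not used here), the deposited value table, a filter on probes well above background, subtraction of each array's smoothed 1 Mb mean in place of a GC correction, single dye orientations, other family rules, moving medians and other limma settings. Scan day as a random block (correlation 0.17, from 10000 probes), the moving-median loci for transmission, the parental-mean criterion and the comparisons of positive probes and of candidates without the sire or without the dam, and the test with each pair of mice as parents, were added after the data were seen. The planned tests on gene lists, and the exclusion of pseudoautosomal probes, were not run for want of an annotation of the same build.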

Results

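Genomic DNA from the tails of 1 mouse family was compared with DNA of 1 reference male by array comparative genomic hybridization. The family was a sire, a dam and 8 offspring of the C57BL/6J/Nrs strain, in which the sire had received gamma rays at 20 mGy per day for 400 days before mating. Each of the 10 mice was hybridised against the reference on 2 arrays with the dyes exchanged, which gave 20 arrays, and the pair of arrays of a mouse was counted as 1 replicate. Every array carried 973116 features, and 950622 distinct autosomal probes remained with a median spacing of 2053 bp. Between 98.15% and 99.99% of the non-control spots were well above background, depending on array and channel, and no spot was saturated. The arrays were scanned on 5 days with 2 mice a day, and the sire and dam shared a day that held no offspring. No family with an unirradiated sire was analysed here, so the effect of irradiation could not be tested, and the number of mice limits the precision of every comparison. All ratios below are log2 of the mouse over the reference, in mm9 coordinates. Gene names were not used here.

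The longest difference from the reference was a gain on chromosome 4, from 101111896 to 101270535, a span of 158640 bp with 73 probes. Its mean ratio was 0.53 ± 0.02 in the sire (SE over the 73 probes), 0.49 ± 0.03 in offspring 2, 0.53 ± 0.02 in offspring 3, 0.54 ± 0.01 in offspring 4 and 0.53 ± 0.02 in offspring 7. A change from 2 to 3 copies corresponds to 0.58. The dam stood at 0.02 ± 0.02 and the other 4 offspring lay between -0.03 and -0.01. The 50 probes flanking the span averaged 0.02 ± 0.03 in the sire. The edges of this span were set by a moving median of 5 probes. Under the study's probe rule the same gain was broken into shorter calls, which at the locus from 101122457 to 101138957 had up to 5 probes in offspring 7, 3 in the sire and in offspring 3 and 4, and 2 in offspring 2.

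**Figure D1:**
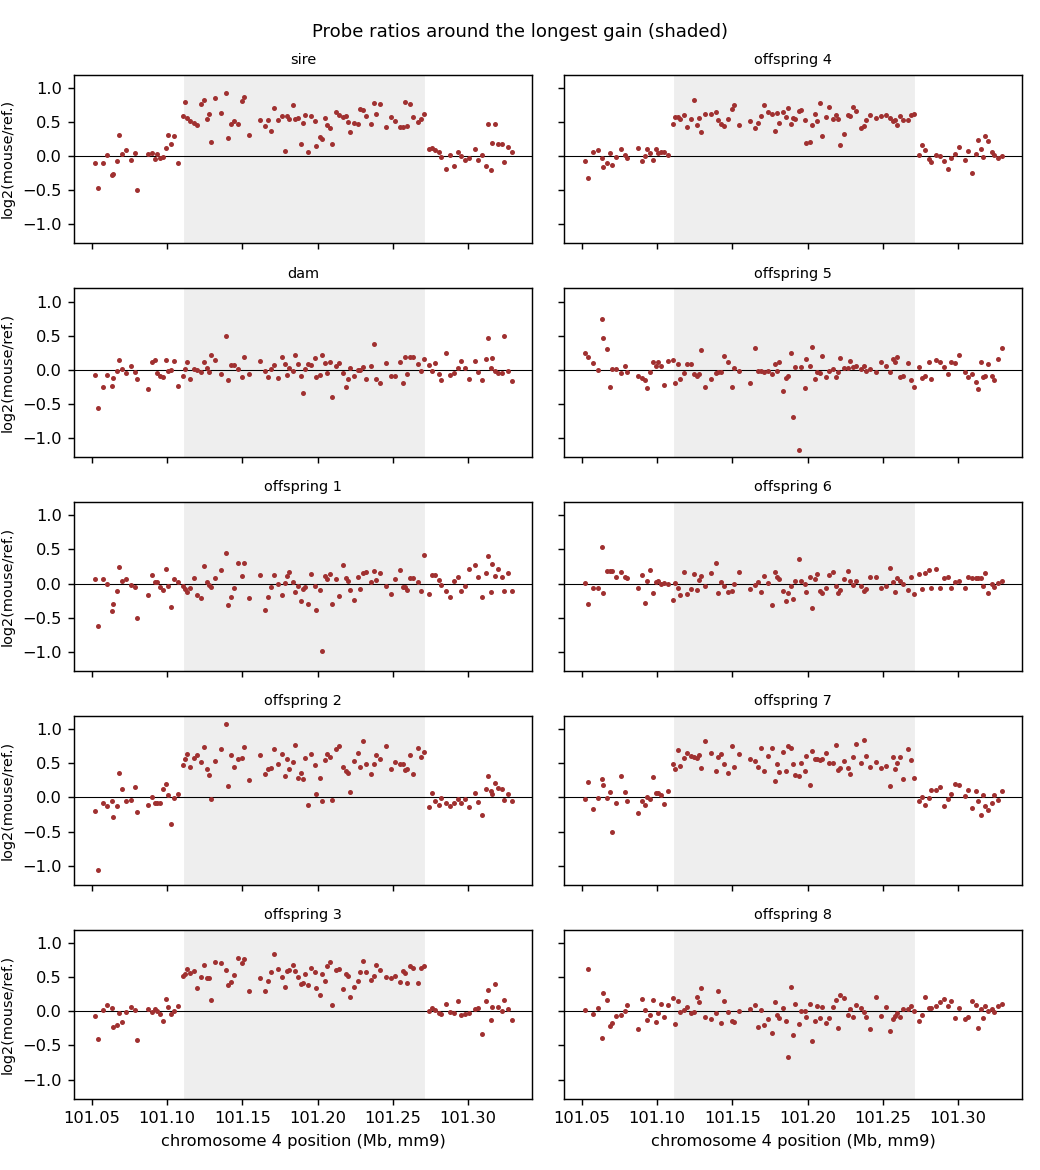
Probe ratios around the chromosome 4 gain in each of the 10 mice, with genomic position in Mb (mm9) on the horizontal axis and log2 of mouse over reference, averaged over both dye orientations, on the vertical axis. Each point is 1 probe and the 73 probes of the gain are shaded. The sire and offspring 2, 3, 4 and 7 are raised within the shading, with means from 0.49 to 0.54.

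A loss of 3 probes on chromosome 2, from 147169602 to 147173538, was called in the sire and in offspring 2, 4 and 7. The means were -0.98 ± 0.04 in the sire, -0.85 ± 0.09 in offspring 2, -0.92 ± 0.02 in offspring 4 and -0.94 ± 0.06 in offspring 7 (SE over 3 probes). The dam was at -0.01 ± 0.03, and the other 5 offspring were between -0.04 and 0.04. A change from 2 copies to 1 corresponds to -1. A loss of 4 probes on chromosome 3, from 25417435 to 25444229, had the largest ratio of the multi-probe losses. It stood at -1.53 ± 0.30 in the dam and between -1.66 and -1.51 in offspring 5, 6, 7 and 8. The sire and offspring 2, 3 and 4 lay between 0.01 and 0.04, and offspring 1 was at -0.23. The 5 mice with this loss were also the 5 mice with a raised X chromosome ratio, described below.

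The X and Y probes were used to check the labels and the direction of the ratios against the male reference. The median over 68 X probes was -0.03 in the sire and 0.91 in the dam. In offspring 1 to 4 it ranged from -0.02 to 0.01, and in offspring 5 to 8 from 0.89 to 0.95. The median over 23 Y probes was -0.04 in the sire and -1.69 in the dam. It ranged from -0.08 to 0.00 in offspring 1 to 4 and from -1.98 to -1.49 in offspring 5 to 8. Of the 23 Y probes, 7 in the dam and 15, 7, 15 and 8 in offspring 5 to 8, respectively, were not well above background, so the medians of offspring 5 and 7 are bounds. The labels give no sex for the offspring. No groups were made from these values, except in the tests of the second pattern under other observations, which use the mice with low Y medians. Mean ratios of whole autosomes stayed near 0, between -0.02 (chromosome 3 of offspring 3) and 0.01 (chromosome 18 of offspring 2), and none of the 190 values exceeded 0.1 in size. Within offspring 2, however, 3 chromosomes stood apart by more than their SE over 1 Mb blocks. Chromosome 6 was at 0.0050 ± 0.0010, chromosome 17 at -0.0014 ± 0.0013 and chromosome 18 at 0.0057 ± 0.0012. Its other autosomes lay between -0.0168 (chromosome 7) and -0.0090 (chromosome 16). The cause of these small shifts was not tested.

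**Figure D2:**
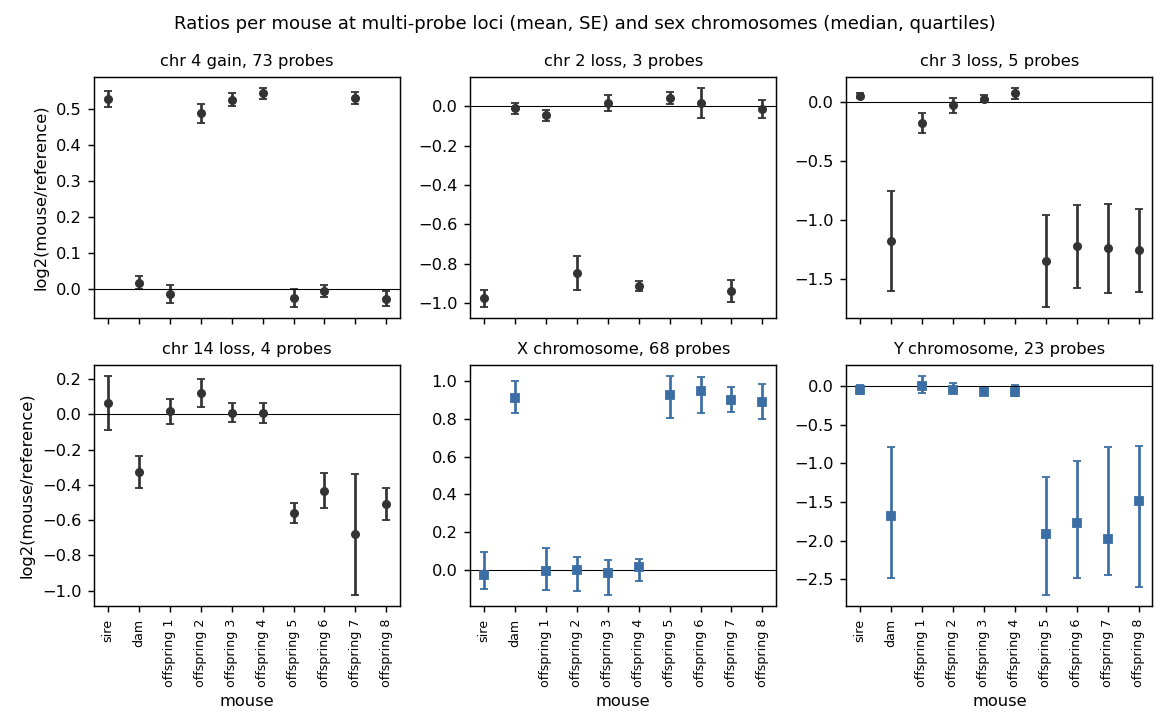
Ratios of the 10 mice at 4 multi-probe loci and on the sex chromosomes, with mice on the horizontal axis and log2 of mouse over reference on the vertical axis. Circles are means over the probes of a locus with SE, and squares are medians over probes with quartiles. The chromosome 3 circles are for the moving-median span of 5 probes from 25414118 (dam -1.17 ± 0.42), not the 4-probe locus of the text. The 5 mice with X medians of 0.89 or more are those with low chromosome 3 ratios.

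The number of probes that differed from the reference was counted in each mouse by the study's rule. A probe was positive when both arrays exceeded 0.8 in size, or when it and an adjacent probe exceeded 0.5 on both arrays. The sire had 882 positive probes and the dam 272. Among the offspring there were 848, 631, 665, 122, 172, 192, 145 and 151 in offspring 1 to 8, respectively, a mean of 366 ± 296 (SD, n = 8). The mean of the offspring minus that of the parents was -211 positive probes, a difference within the spread between mice (exact permutation test over 45 splits, two-sided, p = 0.489). Its direction rested on the sire. In comparisons chosen after seeing the data, it was 93.8 without the sire (exact permutation p = 1) and -516 without the dam (exact permutation p = 0.111, the lowest that 9 splits allow). Normexp background correction lowered the median over the 10 mice from 232 to 49.5. The sire and dam, scanned on one day, differed 3.24-fold, and offspring 3 and 4, also scanned on one day, differed 5.45-fold, whereas the mice of the other 3 days differed 1.34-fold (offspring 1 and 2), 1.12-fold (offspring 5 and 6) and 1.04-fold (offspring 7 and 8). Of all 4080 positive calls, 3788 (92.8%) were losses. The share was 70.3%, 62.8% and 71.5% in offspring 5, 7 and 8 and between 90.2% and 97.1% in the other 7 mice, and 78.9% of the positive probes lay in the dimmest 25% of probes by reference signal.

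**Figure D3:**
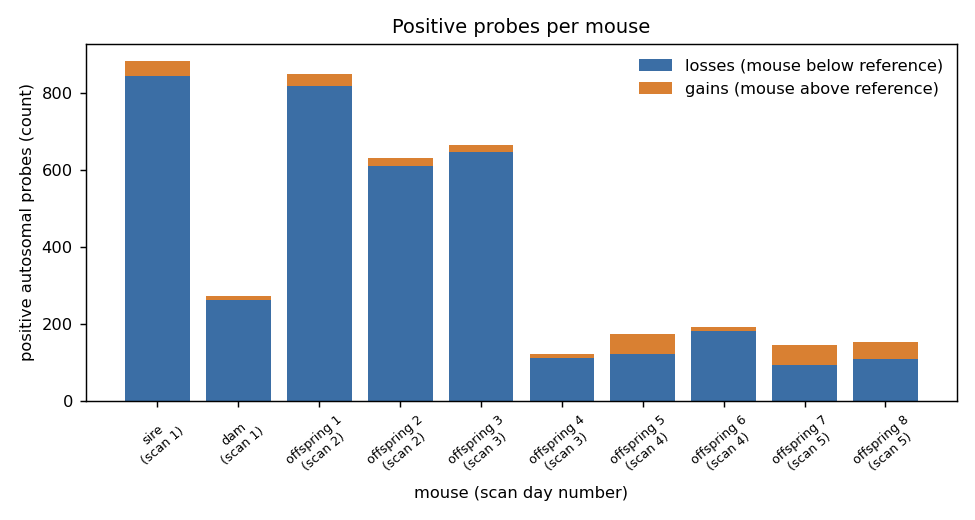
Number of positive autosomal probes in each mouse (vertical axis, count, from 0), with mice and their scan day number on the horizontal axis and losses and gains stacked. The counts range from 122 in offspring 4 to 882 in the sire, and losses are the larger part in every mouse.

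Nearly all positive probes stood alone. The 10 mice had 3832 single-probe regions (Type S in the study's naming) and 109 regions with 2 or more probes (Type L), which fell into 86 Type L loci, 76 losses and 10 gains. The number of loci depended on the settings, with 351 at an adjacent-probe threshold of 0.4, 26 at 0.6 and 12 with normexp. Of the 10 gain loci, 9 lay inside the chromosome 4 gain. Of these loci, 77 had 2 probes, 6 had 3 and 3 had 4 or more (2 of them inside that gain), and 76 were called in 1 mouse. The probe on chromosome 13 from 95707465 to 95707524 was the single gain positive in all 10 mice, with ratios from 1.09 in offspring 4 to 2.34 in offspring 2. Single-probe losses on chromosome 19 at 56887926, chromosome 13 at 77881746, chromosome 18 at 60843809, chromosome 1 at 58992687, chromosome 17 at 51799825 and chromosome 3 at 85731084 were each positive in 6 mice, namely the sire, the dam and offspring 1 to 4. These were also the mice scanned on days 1 to 3, and offspring 5 to 8 were scanned on days 4 and 5. At the chromosome 19 probe the dam was at -1.71 and offspring 2 at -2.56, whereas offspring 5 was at 0.64. The chromosome 6 probe at 104241394 was a loss in the dam (-4.15) and in offspring 5 to 8 (-4.36 to -4.04), and the sire was at -0.33.

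The family comparison asked which positive probes of an offspring were absent from its parents. Such de novo candidate probes numbered 580, 410, 497, 83, 135, 139, 96 and 105 in offspring 1 to 8, of which 1831 were losses and 214 gains in total. The background was measured in the same way with pairs of siblings in place of the parents. The mean was 255.6 candidates against the parents and 305 against sibling pairs, and 7 of the 8 offspring had fewer candidates against their parents than against sibling pairs. The differences were -158, -114 and -70.3 in offspring 1, 2 and 3 and between -18.0 and 1.24 in the other 5 offspring. Scan day was not matched between parents and siblings, since the day of the parents held no offspring. The number of positive probes was not matched either, with a mean of 577 in the parents and 366 in the offspring. A pair with more positive probes can leave fewer candidates. The mean difference of -49.5 ± 58.6 (SD, n = 8) had an exact sign-flip p of 0.0156 (two-sided), but the same pair of parents enters all 8 differences, so these are not independent. With each of the 45 pairs of mice put in the place of the parents, a comparison chosen after seeing the data, the difference was within the spread between pairs (exact permutation test, two-sided, p = 0.267). Only the dam with offspring 1 gave a lower value (-52.7). The other pairs with a difference of at least that size were positive, from 53.9 (offspring 4 and 6) to 89.5 (offspring 5 and 8). Pairs of the sire with an offspring gave -43.1 (offspring 3) to -24.9 (offspring 4). Pairs among offspring 5 to 8, which had few positive probes, gave 82.6 to 89.5. Parentage was not separated from the number of positive probes. Against the dam and single siblings the mean difference was -13.4 (exact sign-flip p = 0.0391), and against the sire and single siblings -45.9 (exact sign-flip p = 0.242), also chosen after seeing the data. Requiring parental means below 0.3 in the same direction left 435 of the 2045 candidates.

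**Figure D4:**
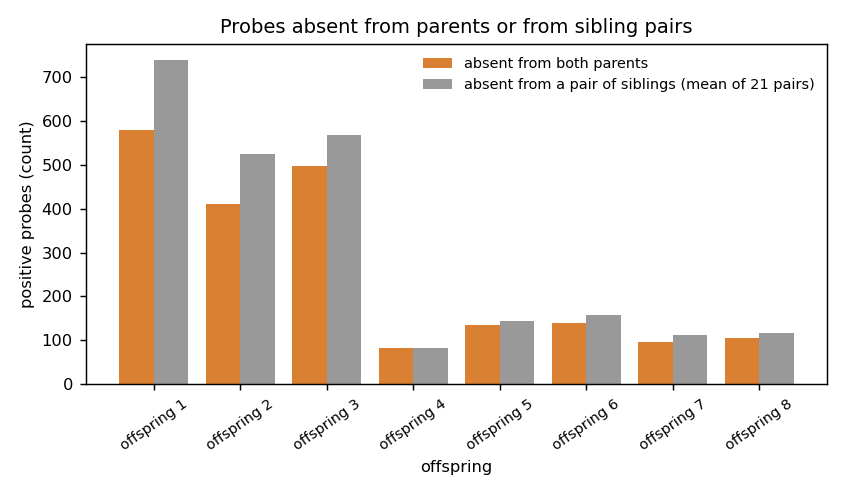
Positive probes of each of the 8 offspring that were absent from both parents (orange) or, on average over 21 pairs, absent from a pair of siblings (grey), with offspring on the horizontal axis and the count, from 0, on the vertical axis. Offspring 4, with 83 and 81.8, is the single offspring in which the orange bar is not the lower of the pair.

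Type L candidates were scarcer, at 46 regions in the 8 offspring, of which 10 lay inside the chromosome 4 gain that the sire also carried. The single region of 4 probes was 1 of these 10. That region, on chromosome 4 from 101206446 to 101214390 in offspring 3 had a mean of 0.54, and the sire had a mean of 0.45 there without passing the probe rule. When both parental means were also required to stay below 0.5 times the offspring's mean, a criterion chosen after seeing the data, 12 regions of 2 probes remained and none had 4. At 5 of these 12, between 1 and 3 siblings also had a mean over 0.5 times that of the offspring, and at 7 no sibling did. Among the 7 was a loss in offspring 1 on chromosome 6 from 91826527 to 91827809 (-1.04, with the sire at -0.24 and the dam at -0.50). Another in offspring 1 was on chromosome 7 from 148707124 to 148708370 (-0.91, with the sire at -0.41 and the dam at -0.24). Offspring 4 had a loss on chromosome 8 from 24792901 to 24795078 (-0.60, with the sire at 0.11 and the dam at -0.13). Offspring 7 had a gain on chromosome 19 from 7146179 to 7148909 (0.84), where the sire was at -0.21 and the dam at 0.19. Offspring 6 had a loss on chromosome 11 from 76357341 to 76359325 (-0.83), where the sire was at 0.24 and the dam at -0.33. These 2-probe regions were not followed on the denser array here.

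Transmission was examined at loci with 2 or more probes that were called in exactly 1 parent. There were 39 such loci, 33 in the sire and 6 in the dam. Positive offspring made up 18 of 312 locus and offspring combinations, a share of 5.77% (95% Clopper-Pearson interval 3.45% to 8.96%), which treats loci and offspring as independent although neighbouring chromosome 4 calls were not. At 32 loci no offspring was positive by the probe rule, and these 32 departed from a share of 50% (exact binomial test, two-sided, lowest Benjamini-Hochberg adjusted p = 0.00952). These departures do not show that a locus was not passed on. One of the 32, from 101228120 to 101229993, lay inside the chromosome 4 gain, and offspring 2, 3, 4 and 7 had means from 0.47 to 0.65 there. The chromosome 4 gain locus at 101122457 was positive in 4 of 8 offspring and the chromosome 3 loss in 4 of 8 (exact binomial p = 1 for each). The chromosome 2 loss was positive in 3 of 8 (exact binomial p = 0.727, adjusted p = 0.766). With offspring counted by a locus mean over 0.5 times the carrier parent's mean, the share was 30.4% and 0 loci passed the threshold.

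Fixed differences between the litter and the reference were sought with limma over 949670 probes. With an adjusted p under 0.05 and a size over 0.5, 1 probe was higher and 10 were lower in the offspring than in the reference. The higher probe was the chromosome 13 probe at 95707465, with a mean of 1.52 ± 0.11 (SE, limma adjusted p = 1.13e-05), above 0 in 8 of 8 offspring. The largest lower value was at chromosome 3, 13633910, with -0.96 ± 0.12 (limma adjusted p = 0.00809), below 0 in 8 of 8 offspring. It was followed by chromosome 9 at 27661035 (-0.84 ± 0.09, not well above background on every array and therefore a bound), chromosome 16 at 38046475 (-0.78 ± 0.11) and chromosome 9 at 4511804 (-0.67 ± 0.11). Both parents had the direction of the offspring at each of these 5 probes. The offspring differed widely at the named lower probes. They ranged from -1.65 to -0.31 at chromosome 3 and from -1.24 to -0.47 at chromosome 9, 27661035. The ranges were -1.45 to -0.18 at chromosome 16 and -1.20 to -0.16 at chromosome 9, 4511804. The means at these probes therefore do not stand for a difference of constant size. With scan day as a random block, 9 probes passed in place of 11. Without the intensity trend 1 higher and 0 lower probes passed (92722 probes had an unadjusted p under 0.05 with the trend and 86122 without), so the 10 lower calls rested on the trend.

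Under Mendelian transmission the offspring mean is expected to equal the mean of the parents at autosomal probes. In the limma contrast, 132 probes were higher and 125 lower in the offspring than in the parents. At 252 of these 257 probes, the sire or the dam exceeded 0.8 in size on exactly 1 of its 2 arrays, and 4 of the 257 were positive in a parent by the rule that requires both arrays. For the sire this was so at 232. Most of the calls thus followed parental values that passed 0.8 on 1 array and not on the other. The offspring means at the 6 largest differences in each direction lay near 0, between -0.10 and 0.15. The largest difference, -1.55 ± 0.27, was at chromosome 13, 98054323, a probe not well above background on every array. The sire was at 2.83 there. At chromosome 6, 129709666, the sire was at 2.95 and the dam at -0.10, and the offspring mean was -0.04 (difference -1.46 ± 0.10, limma adjusted p = 3.23e-06). At chromosome 15, 72698411, the sire was at 2.83 and the offspring mean at -0.01 (limma adjusted p = 3.37e-06), and at chromosome 3, 134285422, the sire was at -2.55 and the offspring mean at -0.09 (limma adjusted p = 0.00178). With scan day as a random block the count fell from 257 to 123, and without the intensity trend to 76, whereas normexp raised it to 506. The contrast against the sire alone gave 896 probes and that against the dam alone 35, and at 239 of the 257 the sire lay farther from 0 than the dam, so the calls rested mostly on the single sire.

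Array noise was set against the number of positive probes over the 10 mice. Noise, taken as the larger derivative log ratio spread of the pair of arrays, ranged from 0.190 in offspring 4 to 0.274 in the sire. Pearson's r was 0.26 (permutation p = 0.484) and Spearman's rho was 0.50 (permutation p = 0.145), with 100000 resamples each. Without offspring 3 and 4, which lay farthest from the median noise, r was 0.54 (permutation p = 0.174) over 8 mice. Within scan days, the noisier mouse had more positive probes on 4 of 5 days.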

Values the study reported

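The study described its first array as carrying autosomal probes spaced at about 2 kb. It reported de novo deletions in 20.4% of the offspring of irradiated sires (29 of 142 mice) and in 7.1% of the control offspring (11 of 156 mice). For Type L deletions the reported shares were 15.5% (22 of 142) and 5.1% (8 of 156). None of the de novo changes it lists is assigned to an offspring of this family.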

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

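Across 25 measures of the 8 offspring (counts of positive and candidate probes, noise, dye-swap correlation, sex chromosome medians and the ratios at named loci), the highest and lowest offspring were set against their neighbours by Dixon's test, and 0 measures passed its 95% critical value. Chance alone is expected to pass about 1 measure in 20 (5%).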

How the results depend on the processing

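The alternatives with scan day as a block, the moving-median transmission loci, the parental-mean criterion, the comparisons without 1 parent and that with each pair of mice as parents were chosen after seeing the data. Offspring had fewer positive probes than their parents under 12 of 13 alternatives, none significantly (exact permutation p from 0.111 to 0.911). The size of the difference varied strongly among these 12, from -5.1 with normexp to -4687 with the mouse in Cy3 alone, against -211 in the main setting. The direction turned without the sire (93.8, exact permutation p = 1), which had most positive probes of all mice, and held without the dam (-516). There were fewer candidates against parents than against siblings under all 17 alternatives, and 15 passed the threshold (exact sign-flip p from 0.00781 to 0.0391). All 15 treated the 8 offspring as independent although the same parents enter every difference, so they are not independent support for a difference. The exceptions were the comparison without the dam (-45.9, exact sign-flip p = 0.242) and that with a pair of mice as the unit (-49.5, exact permutation p = 0.267), where the single pair of parents is 1 replicate among 45 pairs. The relation of noise to positive probes did not pass the threshold with the mean spread of both arrays either (r = 0.21). The ratios of the sire at the chromosome 4 gain (0.49 to 0.54) and at the chromosome 2 loss (-0.98 to -0.96) moved by less than the spread between probes. Counts depended strongly on thresholds and background correction, and the cause was not tested unless given. For median positive probes per mouse (232), de novo candidate probes (2045) and loci of 2 or more probes (86), normexp gave 49.5, 284 and 12, and the filter on probes well above background gave 119, 1229 and 57. The mouse in Cy5 alone gave 9738.5, 54388 and 14136 and the mouse in Cy3 alone 10163, 60497 and 15976, since a single array replaced the requirement on both. Losses were 80.7% of calls with normexp and 49.9% with the mouse in Cy3 alone. A single-probe threshold of 0.7 gave a median of 399 and 3690 candidates, and 1.0 gave 90.5 and 745. An adjacent-probe threshold of 0.4 gave 351 loci and 0.6 gave 26. Counting either sign gave a median of 769. Candidates numbered 435 with parental means below 0.3, 382 with offspring minus parent over 0.5 on both orientations and 115 in Type L regions, and the 46 Type L regions became 12 under the parental-mean criterion. The share of positive offspring (5.77%) became 50% at loci with 4 or more probes (8 of 16 at 2 loci) and 9.16% at single probes. It was 30.4% by locus means and 45.8% at moving-median loci (11 of 24 at 3 loci). The chromosome 3 loss, for which sequence shared with the Y chromosome was left open, was among the loci behind both the 50% and the 45.8%. Against the reference, limma called 86 probes without a size limit and 1 without trend. Against the parents, it called 896 with the sire only, 35 with the dam only, 76 without trend, 506 with normexp and 123 with scan day as a block. Normexp lowered the size of the dam's X median to 0.65 and of its Y median to -0.28. Signal over background limits dim probes most, and gene-list tests were not run. Mice were not paired in the comparisons of offspring with parents by positive probes and by limma, since 1 sire and 1 dam were set against all offspring.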

Other observations

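All tests in this part were chosen after the results they bear on had been seen. On chromosome 14, from 61801218 to 61807115, 4 probes had means of -0.33 ± 0.09 in the dam and from -0.68 to -0.43 in offspring 5 to 8, against 0.01 to 0.12 in the sire and offspring 1 to 4. The pairwise correlations of mean ratios over all autosomal probes ranged from -0.24 to 0.63 among the 45 pairs of mice. Among the sire, the dam and offspring 1 to 4, scanned on days 1 to 3, they ranged from 0.24 to 0.63. Between these 6 mice and those of days 4 and 5 they ranged from -0.24 to -0.03 for offspring 5, 7 and 8 and from 0.16 to 0.20 for offspring 6, and among offspring 5 to 8 from -0.03 to 0.26.

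The first pattern was the number of positive probes, which ranged from 122 to 882 per mouse. Single-probe losses made up from 57.9% (offspring 7) to 93.8% (offspring 3) of them. Independent noise of separate arrays was tested by shuffling each mouse's losses among probes of like reference signal. Losses shared by 4 or more mice numbered 132, against at most 1 in 200 shuffles, which argues against such noise as the whole cause, although probe properties other than brightness and the correlations between mice of days 1 to 3 were not matched. Copy number losses longer than the probe spacing were tested on the neighbours of all 3658 probes below -0.8 on both arrays, whatever the ratios of the neighbours. The neighbours averaged -0.0193 ± 0.0025 (SE) against -1.16 at the lost probes themselves, and from -0.077 (offspring 7) to -0.011 (offspring 1) within mice, which argues against losses that extend over adjacent probes as the source of most of them. Losses shorter than the spacing remain open. Scan day as the whole cause is argued against by the 2 days on which both mice differed over 3-fold (3.24 and 5.45), although on the other 3 days they differed 1.34-fold or less. Scan day as a partial cause, the state of each mouse's DNA and its sex may contribute and were not tested.

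The second pattern was that the loci on chromosomes 3 and 14, the chromosome 6 probe at 104241394 and a 2-probe locus on chromosome 10 from 117623780 to 117625750 were lower in the dam and offspring 5 to 8, the mice with low Y chromosome ratios, than in the other 5 mice. A candidate explanation is that these probes also bind sequence shared with the Y chromosome, which the male reference carries. All 10 mice went the way this predicts at the chromosome 3 and 14 loci (5 with low Y ratios and low values at both, 5 with neither), which restates the observation and leaves the explanation open, since probe sequences were not used here. For a heterozygous deletion passed on by the dam, the value expected is -1, and the probes of each locus were averaged over these 5 mice. At the 4 chromosome 14 probes the mean was -0.50 ± 0.06 (SE over probes, 95% t interval -0.70 to -0.30), which argues against such a deletion there. Offspring 7, at -0.68 ± 0.34, did not exclude it when taken alone. At the chromosome 6 probe the mean of the 5 mice was -4.19 ± 0.07 (SE over mice, 95% t interval -4.38 to -4.01), which also argues against it as the whole cause there, although this is 1 probe. At the 2 chromosome 10 probes the mean was -1.03 ± 0.94, too wide a spread to decide. At the 4 chromosome 3 probes the mean was -1.555 ± 0.277 (SE over probes, 95% t interval -2.44 to -0.67). This interval holds the expected value, so the spread over probes cannot tell a deletion and shared sequence apart at the chromosome 3 and 10 loci. It makes no use of the match between low values and low Y ratios in every offspring. An autosomal deletion of the dam would give that match only by coincidence, and how likely this is was not tested. The chromosome 3 mean lay 2.005 SE below the expected value, which a margin of 2 SE would have excluded. The means of the 5 mice at these 4 chromosome 3 probes ranged from -1.66 to -1.51, all below the expected value. Over the moving-median span of 5 probes from 25414118 they ranged from -1.34 to -1.17 (SE over probes 0.35 to 0.42), each within 1 SE of -1. The margin therefore also depended on the span chosen. An interval over mice, the unit of the chromosome 6 probe, was not computed for this locus, so the outcome there rests on the choice of unit.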
